A study of Heterocephalus glaber with 24 samples. Its data were reported in "Ageing-associated DNA methylation dynamics are a molecular readout of lifespan variation among mammalian species" (2018).

How the data were processed

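Methylation was measured in liver DNA from 24 naked mole-rats (Heterocephalus glaber), long-lived burrowing rodents, aged 39 to 1144 weeks. Bisulphite converts unmethylated cytosine so that it is read as thymine, while methylated cytosine is still read as cytosine. Chosen regions were amplified from the converted DNA with a microfluidic PCR system, and the amplicons of each animal were pooled, indexed and sequenced on an Illumina NextSeq. The study chose the regions for their conservation with human sites of age-associated methylation, so they are not a random sample of the genome.

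The authors deposited, for each liver, the count of methylated reads and the count of all reads at each CpG, with no normalisation. According to the study's methods, reads were aligned to the hetGla2 assembly with Bismark and Bowtie2, reads outside the targeted regions were dropped, the counts were taken with a custom extractor, and CpGs below a coverage minimum of 50 reads were dropped. The submitters' processing notes name Bismark 0.13.1, whereas the study's methods name a later version, and it is not known which of them made these counts. Scaffolds and positions are given as the files list them. Whether these positions count from 0 or from 1 is not given in the sources used here. No annotation of this assembly was used here, so CpGs are named by scaffold and position, without genes, and the gene lists that had been set beforehand could not be applied.

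The count tables listed the same 206 CpGs in all 24 livers. The methylation level was the methylated count divided by the total count. The lowest coverage of any CpG in any liver was 68 reads, so a coverage minimum of 50 reads in at least 20 livers removed nothing. The total of CpG calls per liver, in which a read counts once at each CpG it covers, ranged from 1679834 to 2271156. At the median coverage of 5377 reads, counting error is small beside the spread between animals. The amplification used no molecular identifiers described in the sources, so reads are not independent molecules and read depth overstates the precision of a level. Over the 276 pairs of libraries, the lowest chi-square per degree of freedom was 244.1, far above read-counting noise. As reads are not independent molecules, this cannot rule out that 2 libraries came from 1 animal, and each liver was counted as 1 sample because the labels list it so.

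CpGs on 1 scaffold less than 400 bp apart were joined into an amplicon, which gave 48 amplicons on 37 scaffolds. As in the study's methods, the methylation level of each CpG was fitted by ordinary least squares on age in weeks. The study took q-values by the positive false discovery rate, whereas here the F-test of the slope was adjusted over all CpGs by the Benjamini-Hochberg method, and Storey q-values, the nearer method, gave 25 aDMPs in 10 regions. CpGs with an adjusted p under 0.05 are called ageing-associated differentially methylated positions (aDMPs). An aDMP region is an aDMP with 100 bp on both sides, with overlapping intervals merged. The rate of a region was the negative natural log of its steepest absolute gradient, in methylation fraction per week. Slopes are printed in percentage points per 100 weeks. Permutation tests of slopes and correlations used 100000 random orders of the ages, whose smallest possible p is 1e-05. All tests were two-sided.

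Ages came from the labels, and were also split into 3 classes before the data were examined. These were young (39 to 52 weeks, n = 5), middle (234 to 520 weeks, n = 13) and old (910 to 1144 weeks, n = 6). Amplicon means of the old and young classes were compared by an exact permutation test over all 462 splits, adjusted over amplicons. The slope of each amplicon mean was tested by permutation. The aDMPs were refitted in the 19 adults alone, curvature was tested by the F-test of a quadratic term at the lead CpG of each region, and Fisher's exact test compared direction with methylation class over amplicons. The labels give no sex, batch or date, so none entered a model, and replicate numbers only name animals and pair none of them.

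The CpGs named in the text were set by a rule fixed before the data were examined. They are the lead CpG (smallest p) of each aDMP region, the 5 aDMPs with the steepest gradient, and the CpG with the smallest p in each of the 5 best-ranked amplicons without an aDMP. Any other CpG that is named was chosen after its values were seen.

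Alternatives were coverage minimums of 10 and 200 reads, a need for values in all 24 livers, a quasi-binomial logistic model on the counts, limma, the M value (log2 of methylated over unmethylated reads with 1 added to both), Spearman correlation, log2 of age, coverage weights, the library total as a covariate, Storey q-values, leaving out each liver in turn, and leaving out the 2 ages farthest from the median. Combining strands did not apply, since the files list no adjacent positions. The functions were tested on simulated data with the real coverage and a spread set from the real residuals. CpGs were simulated independently of their neighbours, and true slopes were placed only at CpGs of intermediate mean methylation. Recovery at poorly or highly methylated CpGs was therefore not simulated. In 50 simulations of 206 CpGs, in which 12 had a true slope, the linear model recovered 74.5% of slopes of 4 percentage points per 100 weeks, 16.5% of slopes of 2 and 1.5% of slopes of 1. Of the CpGs called in these simulations, 8.42% had no true slope. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and in R 4.3.3 with limma 3.58.1. Tables of the whole series with 30 columns of per-sample values from array measurements of Tc1 mice matched none of these animals and were not used here.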

Results

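DNA methylation was profiled in the livers of 24 naked mole-rats to ask at which CpGs the methylation level followed age, and how fast. The animals were 5 young (39 to 52 weeks), 13 middle-aged (234 to 520 weeks) and 6 old (910 to 1144 weeks). The data covered 206 CpGs in 48 amplicons, with 1 to 15 CpGs each. Mean methylation was under 10% at 103 of the CpGs, over 80% at 34, and between these at 69. Libraries held 2089088 ± 102210 CpG calls in young (SD, n = 5), 1978030 ± 166521 in middle-aged (SD, n = 13) and 1837034 ± 129778 in old animals (SD, n = 6). The total thus fell with age, with a Pearson's r of -0.532 (permutation p = 0.00789) and a Spearman's rho of -0.487 (permutation p = 0.0166) over 24 livers. Without the 2 animals whose age lay farthest from the median, r was -0.492 (permutation p = 0.0202).

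Methylation changed with age at a small set of sites, mostly by gain in the linear model on age in weeks. The linear model called 21 of 206 CpGs as aDMPs, of which 15 gained and 6 lost methylation. They lay in 8 regions, each on a scaffold of its own, of which 5 gained and 3 lost. The regions on JH602136, JH602051 and JH602048 held 7, 4 and 5 aDMPs, which moved in 1 direction within each region. Every other region held 1 aDMP. Gains started from nearly unmethylated sites, with means of 0.330% to 8.58% in young animals, whereas losses started from means of 45.3% to 92.2%. The absolute slope of the aDMPs ranged from 0.156 to 5.66 percentage points per 100 weeks, with a median of 1.90, against a median of 0.278 at the 185 other CpGs. At an unadjusted p under 0.05 there were 47 CpGs, where 10.3 were expected by chance. With the library total as a covariate 11 CpGs passed in 5 regions, with Spearman correlation 12 passed in 6 regions, and with log2 of age 10 passed in 3 regions, of which 5 gained and 5 lost, so the excess of gains was absent on that scale. Without old replicate 5, the 16 aDMPs that passed lay in 5 regions.

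The clearest gain lay on JH602136, in an amplicon of 13 CpGs from 8746420 to 8746528, of which 7 were aDMPs. At its lead CpG, 8746439, methylation was 4.71% ± 3.49 in young (SD, n = 5), 16.4% ± 6.30 in middle-aged (SD, n = 13) and 42.9% ± 8.85 in old livers (SD, n = 6). The slope was 3.89 ± 0.316 percentage points per 100 weeks (SE, n = 24), with an adjusted p of 5.25e-09, and all 6 old animals exceeded every young one. The CpG at 8746436, only a few bases away, rose from 8.58% ± 2.32 in young (SD, n = 5) to 46.3% ± 7.92 in old livers (SD, n = 6), with a slope of 3.62 ± 0.384 (SE). The gain was not even along the amplicon. At 8746485, the last aDMP, the old mean was 1.94% ± 1.52 (SD, n = 6), and at the first CpG, 8746420, which was not an aDMP, it was 2.30% ± 2.26 (SD, n = 6). Coverage in this amplicon was the deepest of all, at 31600 to 47194 reads.

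The other gains were smaller and set in from almost no methylation. On JH602048, 5 of 15 CpGs between 1786784 and 1786888 were aDMPs. The lead CpG, 1786884, stood at 0.350% ± 0.175 in young (SD, n = 5) and 0.337% ± 0.600 in middle-aged livers (SD, n = 13), and at 9.69% ± 7.54 in old ones (SD, n = 6), with a slope of 1.06 ± 0.219 (SE) and a permutation p of 4e-05. On JH602160, the CpG at 1883123 rose from 0.515% ± 0.332 in young (SD, n = 5) to 2.75% ± 5.52 in middle-aged (SD, n = 13) and 13.1% ± 8.45 in old livers (SD, n = 6; permutation p = 0.00063), and 5 of 6 old animals exceeded every young one. On JH602050, the CpG at 17076414 rose from 0.410% ± 0.210 in young (SD, n = 5) to 5.91% ± 9.35 in middle-aged (SD, n = 13) and 15.5% ± 7.68 in old livers (SD, n = 6; permutation p = 0.00336). On JH602069, the CpG at 15423040 rose from 0.479% ± 0.0835 in young (SD, n = 5) to 4.22% ± 3.91 in middle-aged (SD, n = 13) and 10.2% ± 7.34 in old livers (SD, n = 6; permutation p = 0.0022). At 17076414 and 15423040 all 6 old animals exceeded every young one. Middle-aged livers overlapped the old ones, and at 17076414 the highest middle-aged liver (32.8%) lay above the highest old one (27.5%). The call at 17076414 was lost without old replicate 1, 3, 4 or 5, with an adjusted p of 0.0507 to 0.139, and that at 15423040 without old replicate 5 or 6, with 0.0557 to 0.0688. With the library total as a covariate, the call at 17076414 ended (adjusted p = 0.0653) by a larger SE, with a slope of 1.64 ± 0.529 against 1.48 ± 0.440 without it (SE), and that at 15423040 ended (0.152) by a smaller slope and a larger SE, with 0.745 ± 0.307 against 0.916 ± 0.260 (SE). With Spearman correlation the calls at 1786884 and 1883123 were lost, with 0.112 and 0.0969. With log2 of age all 4 of these calls were lost, with 0.0791 at 1786884, 0.0611 at 1883123, 0.0766 at 17076414 and 0.0540 at 15423040. The call at 17076414 was also lost with the quasi-binomial model (0.0772), and without the 2 ages farthest from the median those at 17076414 (0.0719) and 15423040 (0.0979) were lost.

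Loss of methylation was steepest on JH602051, where 4 of the 6 CpGs between 2929302 and 2929409 were aDMPs. At 2929302, the steepest site of all, methylation was 84.6% ± 15 in young (SD, n = 5), 43.0% ± 21.4 in middle-aged (SD, n = 13) and 15.2% ± 12.8 in old livers (SD, n = 6). Its slope was -5.66 ± 1.23 percentage points per 100 weeks (SE, n = 24; adjusted p = 0.0033). The lead CpG, 2929320, stood at 76.5% ± 12 in young (SD, n = 5), 70.9% ± 17.4 in middle-aged (SD, n = 13) and 30.7% ± 9.71 in old livers (SD, n = 6), with a slope of -4.74 ± 0.908 (SE) and a permutation p of 5e-05. At 2929340 the slope was -4.43 ± 1.22 (SE, n = 24). At all 3 of these CpGs every old animal lay below every young one. This amplicon was among the shallower ones, with 103 to 766 reads per CpG and liver. With the library total as a covariate, the call at 2929320 was kept (adjusted p = 0.00582, slope -4.94 ± 1.10, SE). Those at 2929302 (0.0623) and 2929340 (0.108) were lost, by smaller slopes and larger SEs, with -4.52 ± 1.42 and -4.01 ± 1.46 (SE). With Spearman correlation the calls at 2929320 (0.0709) and 2929340 (0.0769) were lost, and with a coverage minimum of 200 reads that at 2929340 (0.0670).

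The 2 other regions of loss held 1 aDMP each. On JH602080, the CpG at 19159979 fell from 45.3% ± 9.46 in young (SD, n = 5) to 32.1% ± 7.44 in middle-aged (SD, n = 13) and 22.8% ± 7.78 in old livers (SD, n = 6; permutation p = 0.00059), and 5 of 6 old animals lay below every young one. On JH602120, a region of high methylation, the CpG at 4015596 stood at 92.2% ± 10.4 in young (SD, n = 5) and 93.7% ± 9.46 in middle-aged livers (SD, n = 13). It was 76.0% ± 18.1 in old ones (SD, n = 6; permutation p = 0.00397), and 3 of 6 old animals lay below every young one. This last call was the least secure. It was lost without old replicate 1, 3, 5 or 6, young replicate 1, 3 or 5, or middle replicate 5, with an adjusted p of 0.0512 to 0.200, and without the 2 ages farthest from the median, where the slope was -1.11 against -2.16 in all animals (adjusted p = 0.494). It was also lost with the M value (0.230), Spearman correlation (0.246) and log2 of age (0.272). The library total as a covariate ended it (0.0653) by a larger SE, with a slope of -2.46 ± 0.796 against -2.16 ± 0.664 (SE), and likewise ended the call at 19159979 (0.0547), with -1.89 ± 0.580 against -1.90 ± 0.479 (SE).

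**Figure D1:**
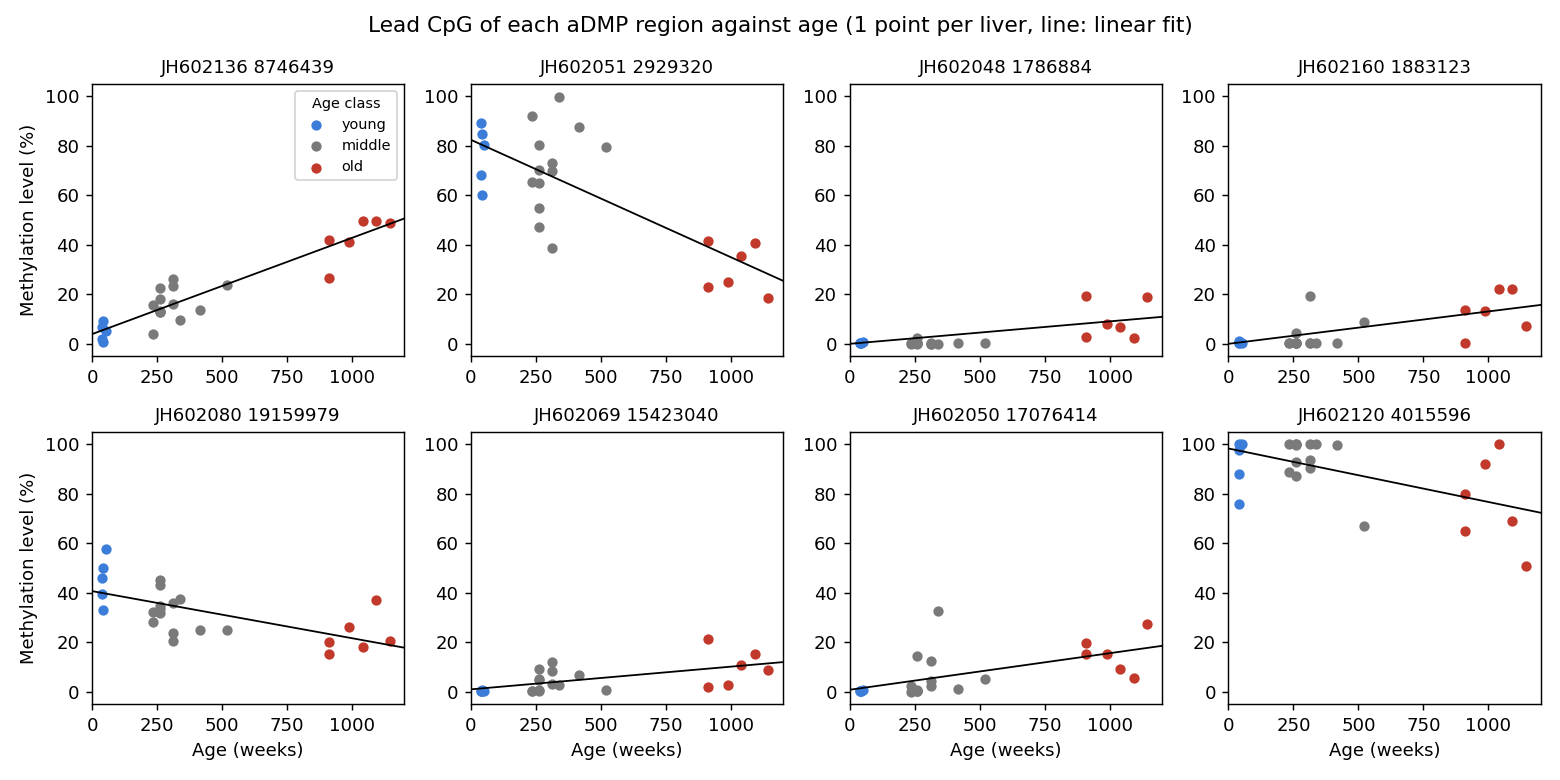
Methylation level (%) against age (weeks) at the lead CpG of each of the 8 aDMP regions, with 1 point per liver coloured by age class and the linear fit as a line. At JH602136 8746439 the 6 old livers, with a mean of 42.9%, all lie above the 5 young ones, with a mean of 4.71%.

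**Figure D2:**
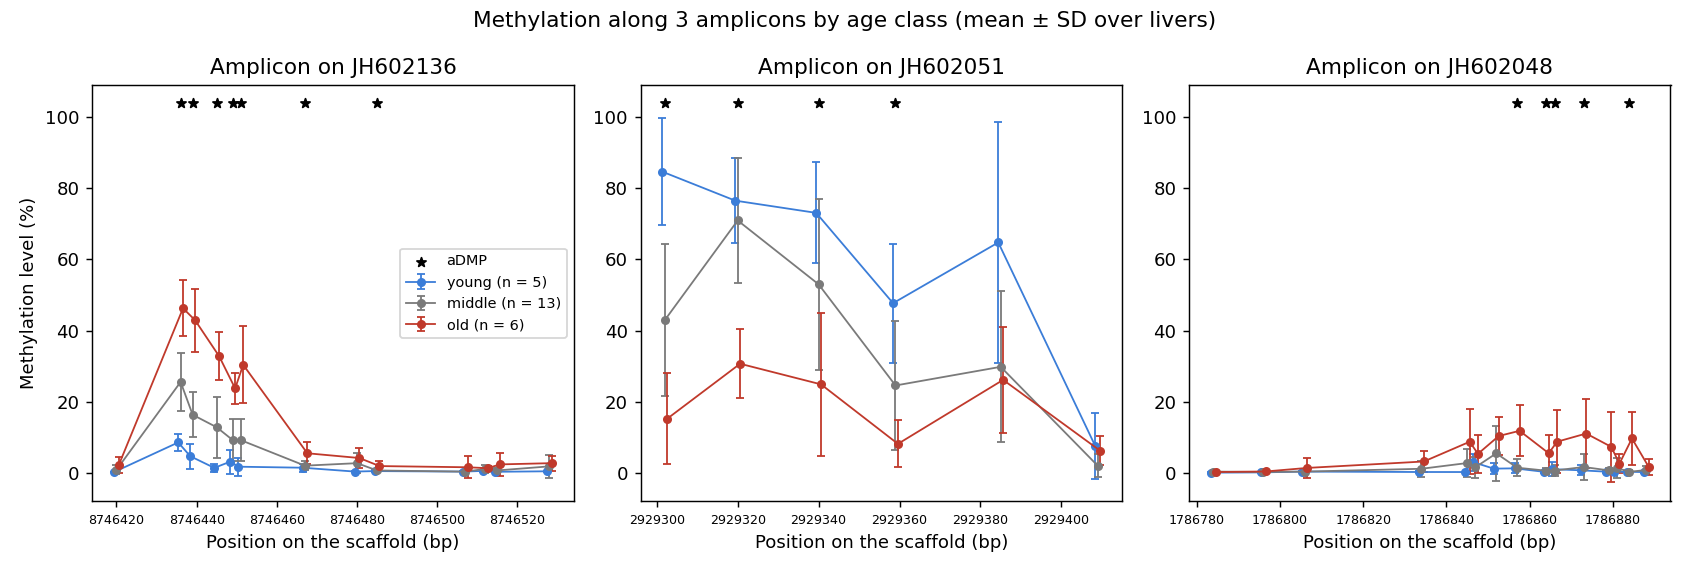
Mean methylation level (%) of the 3 age classes along the amplicons on JH602136, JH602051 and JH602048, by position on the scaffold (bp), with bars of 1 SD over livers and stars at the aDMPs. The gain on JH602136 is concentrated at a few neighbouring CpGs, such as 8746436 and 8746439, and is small at both ends of the amplicon.

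In the 40 amplicons without an aDMP, no CpG passed the adjusted threshold of the main model by definition, but some of those with the smallest p passed under alternatives. At 46935 on JH602201 the level was 0.302% ± 0.0395 in young (SD, n = 5), 0.479% ± 0.294 in middle-aged (SD, n = 13) and 1.17% ± 0.902 in old livers (SD, n = 6). Its permutation p of 0.00903 does not survive adjustment (adjusted p of the linear model 0.0696). At 14609589 on JH602085 the level was 2.65% ± 5.06 in young (SD, n = 5), 0.928% ± 1.99 in middle-aged (SD, n = 13) and 10.2% ± 8.74 in old livers (SD, n = 6). At 5429210 on JH602123 it was 7.39% ± 3.43 in young (SD, n = 5), 4.43% ± 2.92 in middle-aged (SD, n = 13) and 11.2% ± 4.18 in old livers (SD, n = 6). The middle-aged mean thus lay below the young one at both. At 25234556 on JH602074 the level was 0.280% ± 0.0423 in young (SD, n = 5), 0.872% ± 1.46 in middle-aged (SD, n = 13) and 2.78% ± 3.52 in old livers (SD, n = 6). At 564252 on JH602124 it was 55.8% ± 22.9 in young (SD, n = 5), 36.2% ± 15.2 in middle-aged (SD, n = 13) and 27.9% ± 6.29 in old livers (SD, n = 6), and all 6 old animals lay below every young one. The adjusted p of these last 4 CpGs ranged from 0.0785 to 0.140. With Storey q-values, 46935 (0.0435) and 14609589 (0.0491) passed. The quasi-binomial model also passed 46935 (0.0209), and the M value (0.00569) and leaving out the 2 ages farthest from the median (0.0251) passed 14609589. Each of the first 4 of these 5 CpGs also passed when at least 1 of the livers was left out.

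The rate of change was taken, as in the comparison across species for which these data were made, from the steepest gradient of each region. The mean negative natural log of the gradient was 8.55 ± 0.617 (SD over 8 regions), where a higher value means a slower change. It was 9.05 over the regions called with the quasi-binomial model and 8.25 with the library total as a covariate. The fastest region was that on JH602051, at 7.48, followed by that on JH602136, at 7.85, and the slowest was that on JH602069, at 9.30. This mean covers only regions that passed the threshold, so sites that changed more slowly than the test could detect do not enter it.

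Taking 1 value per amplicon, 9 of 48 amplicons had an age slope, of which 6 gained and 3 lost methylation. The mean of the amplicon on JH602136 rose by 1.32 ± 0.0850 percentage points per 100 weeks (SE, n = 24) and that on JH602048 by 0.560 ± 0.0579 (SE), both at the smallest permutation p of 1e-05. The amplicon on JH602051 changed by -3.36 ± 0.645 (SE; permutation p = 7e-05). Of the 9, 7 held an aDMP. The other 2, which began at 3954309 on JH602184 and at 5429137 on JH602123, had slopes of 0.217 ± 0.0740 and 0.147 ± 0.0477 (SE), with adjusted permutation p-values of 0.0448 and 0.0412. Neither rose steadily over young, middle-aged and old livers, with means of 2.12%, 2.12% and 3.80% on JH602184 and 41.7%, 41.3% and 42.7% on JH602123. Neither passed between old and young livers (exact permutation p = 0.113 and 0.119, adjusted p = 0.317 for both). The count was sensitive to single livers. It was 3 without old replicate 1, 4 without old replicate 4, and 5 without old replicate 2, old replicate 3, young replicate 3 or middle replicate 5.

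**Figure D3:**
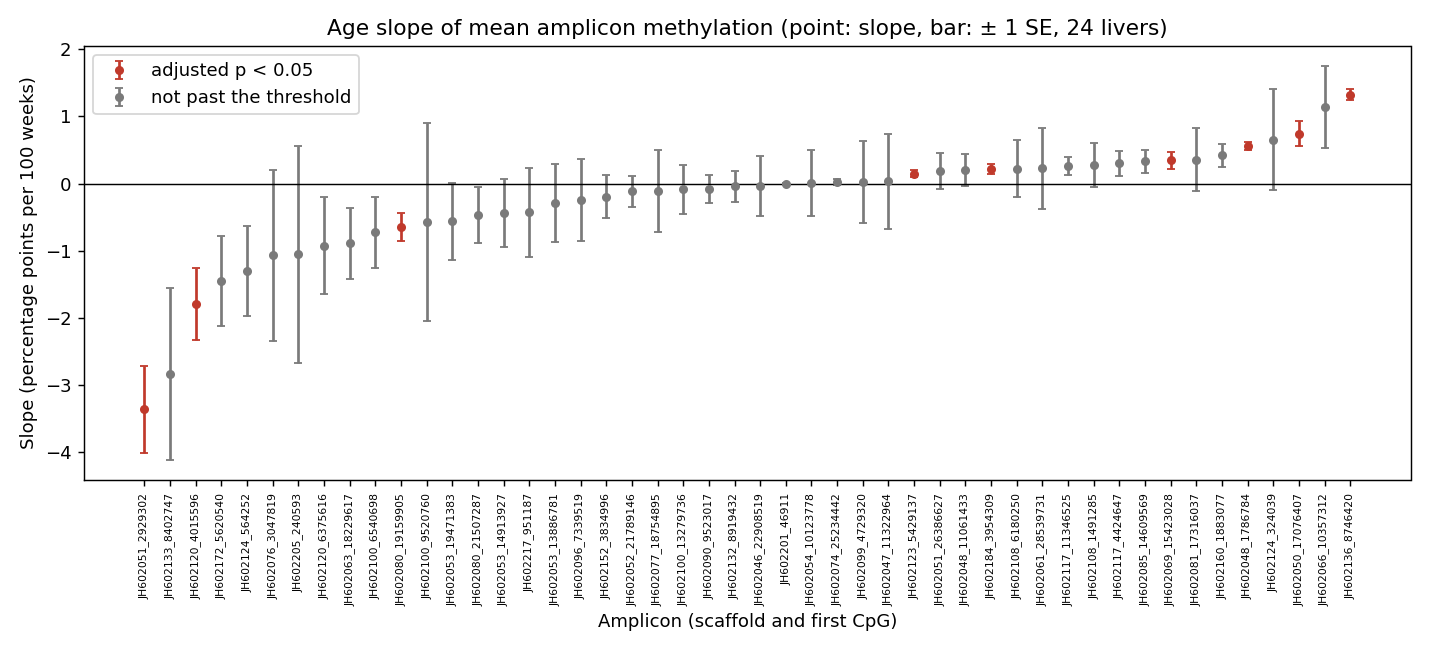
Slope of mean amplicon methylation on age (percentage points per 100 weeks) for the 48 amplicons in order of slope, with bars of 1 SE over 24 livers and the 9 amplicons with an adjusted permutation p under 0.05 in red. The slopes run from -3.36 on JH602051 to 1.32 on JH602136.

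Between the extremes of age, without a straight line being assumed, 5 of 48 amplicons differed between old and young livers. The amplicon mean on JH602051 was 59.0% ± 8.29 in young (SD, n = 5) and 18.6% ± 9.61 in old livers (SD, n = 6). That on JH602136 was 1.85% ± 0.544 in young (SD, n = 5) and 15.2% ± 1.98 in old livers (SD, n = 6), and that on JH602048 was 0.676% ± 0.385 (SD, n = 5) and 5.90% ± 1.35 (SD, n = 6). These 3 reached the smallest p the exact permutation test allows, 0.00216, with an adjusted p of 0.0346. The amplicons on JH602050 and JH602069 also gained, by 6.20 and 3.31 percentage points (exact permutation p = 0.00433 and adjusted p = 0.0416 for both). With 1 animal left out, no amplicon passed. The smallest exact p is then 0.00476 for 4 against 6 animals and 0.00794 for 5 against 5.

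The slopes did not rest on the young animals alone. In the 19 adults, 20 of the 21 aDMPs passed a linear model adjusted over these CpGs, and all 21 kept their direction. The slope at 8746439 on JH602136 was 3.79 ± 0.413 percentage points per 100 weeks in adults (SE, n = 19), against 3.89 ± 0.316 in all animals (SE, n = 24). These CpGs had been chosen on animals that include the adults, so this is not an independent test. In the 13 middle-aged animals alone, which span a much shorter range of age, 2 of the 21 passed, 4 had an unadjusted p under 0.05, and 18 had the direction seen in all animals.

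No lead CpG passed the test for an uneven pace. Lead CpGs had the smallest p of the straight-line fit in their region, which favours sites of even pace, so this says little on other CpGs. By the F-test of a quadratic term, 0 of 8 lead CpGs passed after adjustment, 1 had an unadjusted p under 0.05, and 0 passed with the M value. That 1 was 19159979 on JH602080, which changed by -5.02 percentage points per 100 weeks from the young to the middle-aged mean and by -1.30 from the middle-aged to the old mean (unadjusted p = 0.0139, adjusted p = 0.111). The class means also moved unevenly at 1786884 on JH602048, by -0.00497 and then 1.32, and at 4015596 on JH602120, by 0.554 and then -2.49. The steepest site, 2929302 on JH602051, was not a lead CpG and was not tested for curvature, and its means moved by -15.8 and then -3.91. Without young replicate 2, 1 of 8 lead CpGs passed.

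Mean methylation over the 206 CpGs showed no detectable trend with age. It was 29.5% ± 1.71 in young (SD, n = 5), 29.2% ± 1.13 in middle-aged (SD, n = 13) and 29.4% ± 1.31 in old livers (SD, n = 6). Pearson's r with age was 0.0592 (permutation p = 0.785) and Spearman's rho 0.115 (permutation p = 0.591) over 24 livers, and r was 0.0166 without the 2 ages farthest from the median (permutation p = 0.942). Within the middle class r was 0.271 (permutation p = 0.39, n = 13), and within the old class it was 0.517 (exact permutation p = 0.303, n = 6). Adjusted over these 3 relations, the p-values were 0.785, 0.585 and 0.585. The result depended on how CpGs were weighted. When each amplicon counted once, the mean fell from 37.5% ± 2.66 in young (SD, n = 5) to 36.1% ± 1.49 in middle-aged (SD, n = 13) and 34.7% ± 1.14 in old livers (SD, n = 6), with an r of -0.477 (permutation p = 0.0174) and a rho of -0.512 (permutation p = 0.0119). That relation gave an r of -0.491 without the 2 farthest ages (permutation p = 0.0211), and of -0.238 within the middle class (permutation p = 0.435, n = 13) and 0.231 within the old class (exact permutation p = 0.75, n = 6).

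No detectable difference in direction was found between poorly and highly methylated amplicons. Of the 32 amplicons with a mean under 50%, 15 had a positive slope and 17 a negative one, and of the 16 others, 7 had a positive and 9 a negative slope (Fisher's exact test, p = 1). With the split at 20%, 12 of 22 amplicons below it and 10 of 26 above it had a positive slope, a gap of 16.1 points against 3.12 at 50% (p = 0.384), and with the split at 80% the gap was 1.71 points (p = 1). These directions were counted for all amplicons, most of which had no slope past the threshold.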

Values the study reported

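For naked mole-rat liver, the study examined 48 amplicons by targeted bisulphite PCR. It counted 30 aDMPs, which fell into 11 aDMP regions, at an adjusted P value below 0.05.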

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

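The tests of conversion, of the mix of cell types and of library depth at the last 2 aDMPs in this part were chosen only after the result was seen, while that of library depth at the lead CpG was set beforehand.

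In 3 places a single liver stood apart from its age class by Dixon's criterion, out of 36 sets of values examined, of which chance alone marks about 1.8. At 8746439 on JH602136, old replicate 3, aged 910 weeks and 1 of the 2 youngest of its class, had 26.6%, against 41.2% for the next lowest and 49.7% for the highest of the 6 old livers. The call at this CpG was kept whichever liver was left out. At 14609589 on JH602085, which did not pass the adjusted threshold of the main model, young replicate 5 had 11.7%, against 0.606% for the next highest of the 5 young livers. At the same CpG, old replicate 4 had 26.9%, against 11.3% for the next highest of the 6 old livers. Without young replicate 5 the adjusted p of this CpG fell under the threshold, to 0.0235, and without old replicate 1 to 0.0357, while over all alternatives it ranged from 0.00569 to 0.356.

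The gain at the 7 aDMPs on JH602136, with a median difference of 28.6 percentage points between old and young livers, was set against technical explanations. Incomplete bisulphite conversion of a like size in all amplicons of older animals would raise poorly methylated CpGs. It is argued against by the amplicon of lowest methylation, on JH602201 from 46911 to 47029, whose old minus young difference was 0.153 points, with an upper 95% bound of 0.54 from an exact permutation test. This amplicon was picked by its low mean over all livers, the old ones included. Within it, the CpG at 46935 had 0.302% in young and 1.17% in old livers. Incomplete conversion confined to JH602136 was not tested. Library depth, which fell with age, is argued against as the whole cause because the lead CpG kept an adjusted p of 5.28e-07 and a slope of 3.61 ± 0.367 percentage points per 100 weeks (SE, n = 24) with the library total in the model, as 5 of the 7 aDMPs kept their call, but it stays open at the last 2, where the call ended by a smaller slope and a larger SE, with 0.406 ± 0.121 against 0.437 ± 0.101 at 8746467 (SE; adjusted p = 0.0522) and 0.119 ± 0.0539 against 0.156 ± 0.0462 at 8746485 (SE; adjusted p = 0.220). A change in the mix of liver cell types stays open, since no markers of cell types were measured. The first shared component of the other amplicons carried 12.54% of their residual variance, between the 95th (12.51%) and 99th (13.12%) percentiles of shuffled animals. By the limit of the 99th percentile, chosen after the result was seen, the component was no usable measure of the mix. With it in the model the lead CpG kept an adjusted p of 6.49e-10, which therefore decides nothing on the mix. A change with age within cells stays open too, and was not tested.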

How the results depend on the processing

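Leaving out the 2 animals of largest residual (middle replicates 5 and 13) and the permutation p per CpG were alternatives chosen after seeing the data. They gave 23 and 22 aDMPs. The 21 aDMPs were replaced by 10 to 25 over all alternatives. The moves of this count beyond 1.5 times came from Spearman correlation (12 aDMPs, 2 of them losing), log2 of age (10 aDMPs in 3 regions, 5 of them losing) and the library total as a covariate (11 aDMPs in 5 regions, 2 of them losing), with 10 of the original 21 shared in each. The number of regions also moved beyond 1.5 times without old replicate 5, from 8 to 5. The cause was not tested. Leaving out 1 liver at a time gave 16 to 24 aDMPs in 5 to 9 regions, with 4 to 7 losing, and a mean negative ln gradient of 8.34 to 9.03. It gave 3 to 10 amplicons with an age slope, 0 to 0 amplicons that differed between old and young, where the smaller classes raise the smallest possible p, 0 to 1 lead CpGs with curvature, and an r of mean methylation with age of -0.0919 to 0.21. That r was reversed to -0.0434 with a coverage minimum of 200 reads, without a call in either case, and to -0.477 with each amplicon counted once. Young against middle-aged gave 2 amplicons in place of 5, for which the cause was not tested. Middle-aged against old also gave 5, of which 3 were shared. JH602050 and JH602069 were not among them, while those from 4015596 on JH602120 (-16.2 points) and from 5429137 on JH602123 (1.43 points) were (exact permutation test, adjusted p = 0.0322 for both). The 13 middle-aged animals alone gave 2 aDMPs in place of 20, with fewer animals and a shorter span of age. The 11 named aDMPs kept their call in 381 of 418 fits and lost it in 37, and the 5 other named CpGs gained one in 14 of 190, with 0 reversed. A coverage minimum of 10 and a need for all 24 livers moved nothing, since no coverage lay under 68 reads, and Storey q-values can only add calls. The fits counted above include these, so 381 of 418 overstates how stable the calls were. Combining strands did not apply. The residual spread lay above read-counting error, and whether it arose between animals or from few template molecules stays open. In simulations with that spread, slopes of 2 percentage points per 100 weeks at CpGs of intermediate mean methylation were recovered in 16.5% of cases. No paired analysis was possible because replicate numbers only name animals.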

Other observations

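Apart from the counts of aDMPs, regions and amplicons set against other orders or splits of the animals, which were planned, the tests in this part were chosen only after the result was seen, among them the test of the aDMPs in adults, which replaced a planned one, and the limit of 10 molecules on JH602205 and the rule for the spread between animals, both set in their present form with the values known.

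The direction of an amplicon's slope went with how many CpGs it held, although most slopes did not pass the threshold. Of the 30 amplicons with 4 CpGs or fewer, 21 had a negative slope with age, and of the 18 with more, 5 did. Mean methylation of the former was 44.9% ± 4.02 in young (SD, n = 5), 43.3% ± 2.40 in middle-aged (SD, n = 13) and 40.6% ± 1.97 in old livers (SD, n = 6), whereas that of the latter was 25% ± 0.682 in young (SD, n = 5), 24.2% ± 1.04 in middle-aged (SD, n = 13) and 25.1% ± 1.77 in old livers (SD, n = 6). Spearman's rho across amplicons between the number of CpGs and the slope was 0.524 (permutation p = 0.0007 over orders of the ages), and 0.524 also in the 40 amplicons without an aDMP. This restates, by arithmetic, that the mean over amplicons fell with age while the mean over CpGs did not, and explains neither. Amplicons are not independent replicates, and length and sequence were not examined.

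Another hypothesis was that age can be read from a single CpG. For each animal in turn, the CpG with the smallest p in the other livers was chosen and age was predicted from it. The CpG at 8746439 on JH602136 was chosen all 24 times. The median absolute error was 87.2 weeks, against 202.6 weeks for predicting the mean age and a lowest value of 142.3 weeks among the other orders of the ages (permutation p = 0.01, the smallest that 100 orders can give). That lowest value depended on the draw, and in a wider set of 1000 orders, run later, it was 66.0 weeks, below the real error (permutation p = 0.002). The median error was 64.7 weeks in young, 120 weeks in middle-aged and 77.2 weeks in old animals. In the young it exceeded their ages of 39 to 52 weeks. Telling the separated age classes apart is enough to beat the mean age, and accuracy within a class was not tested.

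Another hypothesis, that old animals differ more from each other than young ones, could not be decided, since sites went both ways. Over all CpGs, the mean absolute deviation from the class mean was 6.57 ± 0.712 percentage points in young (SD, n = 5), 6.90 ± 1.71 in middle-aged (SD, n = 13) and 6.59 ± 1.28 in old livers (SD, n = 6; permutation p = 0.871). Over the 140 CpGs outside the amplicons with an aDMP it was 7.76, 7.97 and 7.01 (permutation p = 0.542). At the lead CpGs that gained, the SD was larger in old than in young livers, such as 7.34 against 0.0835 percentage points at 15423040 and 8.85 against 3.49 at 8746439. Young means there were only 0.350% to 4.71%, which leaves little room for spread, so these SDs cannot decide the question. The old class also spans more weeks of age (910 to 1144) than the young (39 to 52). At the lead CpGs that lost, the old SD was smaller at 2929320 (9.71 against 12) and 19159979 (7.78 against 9.46). It was larger at 4015596 (18.1 against 10.4).

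The spread between animals lay far above read-counting error, in that the residual variance around the age line was a median of 349.5 times the counting variance, and equalled the sampling of a median of 13.5 molecules per CpG (quartiles 8.36 and 25.5), although the median coverage was 5377 reads. Few template molecules per amplicon may account for it, since this effective number clustered by amplicon, with 74.4% of its log variance between amplicons against a 95th percentile of 25.4% for shuffled CpGs. Across the 48 amplicons it also went with coverage (rho = 0.486, permutation p = 0.00066 across amplicons, which are not independent). No single component shared by the amplicons carried most of the spread, since the first component of the amplicon residuals carried 12.3% of their variance. A change in cell mix need not move all amplicons along a single component, so it stays open. Real differences between animals that are shared by the CpGs of an amplicon would also cluster, and stay open.

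The single CpG on JH602205, at 240593, was picked after its values were seen, as its level was at most 0.377% in 4 animals, 23.8% to 54.6% in 15, and 80.7% to 95.8% in 5, at a median coverage of 20031 reads, with no age slope past the threshold (adjusted p = 0.815). All 5 young animals were at the middle level, with 7 of the 13 middle-aged and 3 of the 6 old ones. Random sampling of few templates stays open, since sampling 2 templates per animal would give the same levels and proportions. The spread equalled the sampling of 3.05 molecules, below the limit of 10, but this number is computed from the same spread and only restates the 3 levels. An earlier test against a beta distribution, in which 0.005% of draws had a second gap as wide, decides nothing, as that distribution has no separate levels. A candidate explanation is a sequence variant that removes the CpG, for which the middle level would be 0.5 of the top level. The middle level differed from that by 2.32 percentage points (95% bootstrap interval -2.45 to 6.55). The 3 counts did not depart from Hardy-Weinberg proportions (exact p = 0.411). That test decides nothing, since the animals were few, their kinship is not given, and the levels were cut at the widest gaps of these same values. No genotype was measured, so this stays a hypothesis beside the sampling of 2 templates.

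A pair of CpGs at the end of the amplicon on JH602123, at 5429240 and 5429243, chosen after their values were seen, had means of 99.9% ± 0.0317 and 99.7% ± 0.162 in old livers (SD, n = 6). The CpG at 5429137 in the same amplicon had 0.391% ± 0.0778 in old livers (SD, n = 6).

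The counts of the report were set against other orders of the ages, 100 in all with the real one. The 21 aDMPs and the 8 regions were each reached by 1 of 100 orders, the real one, and the highest other count was 0 for both. The 9 amplicons with an age slope were reached by 1 of 100 orders, with 2 as the highest other count, and the 20 aDMPs in adults by 1 of 100 orders of the adult ages, with 9 as the highest other, when the aDMPs were chosen again in all 24 livers under each order. The planned version kept the CpGs chosen on the real ages (1 of 100 orders, highest other 4), which favours the real order, so it decides nothing. Of 100 splits of the 11 young and old animals, 2 gave as many as the 5 amplicons that differed, the real one included, and the highest other also gave 5. Each count was thus reached by a share of orders or splits under 0.05. These shares take every liver as an independent animal, which the labels do not allow to be checked, so they do not exclude chance. The test in adults is not separate from that of the 21 aDMPs, since its CpGs were chosen in livers that include the adults. The count of 5 amplicons was matched by another split, and was 0 with any 1 of these animals left out.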
